# Transcriptome dataset of *Babesia bovis* life stages within vertebrate and invertebrate hosts

**DOI:** 10.1016/j.dib.2020.106533

**Published:** 2020-11-17

**Authors:** Massaro W. Ueti, Wendell C. Johnson, Lowell S. Kappmeyer, David R. Herndon, Michelle R. Mousel, Kathryn E. Reif, Naomi S. Taus, Olukemi O. Ifeonu, Joana C. Silva, Carlos E. Suarez, Kelly A. Brayton

**Keywords:** Bovine babesiosis, *Babesia*, Bovine, Gene expression, Kinetes, *Rhipicephalus microplus*

## Abstract

*Babesia bovis* is a hemoprotozoan parasite of cattle that has a complex life cycle within vertebrate and invertebrate hosts. In the mammalian host, *B. bovis* undergoes asexual reproduction while in the tick midgut, gametes are induced, fuse, and form zygotes. The zygote infects tick gut epithelial cells and transform into kinetes that are released into the hemolymph and invade other tick tissues such as the ovaries, resulting in transovarial transmission to tick offspring. To compare gene regulation between different *B. bovis* life stages, we collected parasites infecting bovine erythrocytes and tick hemolymph. Total RNA samples were isolated, and multiplexed libraries sequenced using paired-end 100 cycle reads of a HiSeq 2500. The data was normalized using the TMM method and analysed for significant differential expression using the generalized linear model likelihood ratio test (GLM LRT) in edgeR. To validate our datasets, ten genes were selected using NormFinder. Genes that had no significant fold change between the blood and tick stages in the RNA-Seq datasets were tested by quantitative PCR to determine their suitability as “housekeeping” genes. The normalized RNA-Seq data revealed genes upregulated during infection of the mammalian host or tick vector and six upregulated genes were validated by quantitative PCR. These datasets can help identify useful targets for controlling bovine babesiosis.

## Specifications Table

**Table:** 

Subject	Parasitology
Specific subject area	Transcriptome analysis of *Babesia bovis* life stages.
Type of data	Tables Graphic Excel file
How data were acquired	Illumina HiSeq™ 2500 Bio-RAD CFX96™ Real-Time PCR
Data format	Raw Analysed
Parameters for data collection	*Babesia bovis* blood stages were collected from bovines with acute parasitemia and suspended in TRIzol (Thermo Fisher Scientific, Waltham, MA). *Babesia bovis* kinetes were collected from infected replete female ticks by extraction via pressurized capillary tubing, pooled, concentrated, and suspended in TRIzol. Total RNA was extracted, and library construction performed according to Illumina TruSeq mRNA library protocols.
Description of data collection	Counts were generated from alignments for each gene using the Subread feature of Counts v1.6.0. Genes without at least 1 read per million mapped reads across all three samples within a group were removed, data was normalized using the TMM method, and analysed for differential expression significance testing using the generalized linear model likelihood ratio test (GLM LRT) method in edgeR v3.20.9. The false discovery rate (FDR) method was employed to correct for multiple testing and genes were termed significantly differentially expressed if their logFold Change (logFC) value was greater than or equal to 1 and the FDR set to 5%. Triplicate RNA samples from *B. bovis* blood or kinete stages were used for qPCR. Quantitative PCR was performed in triplicate using a Bio-RAD CFX96™ Real-Time PCR Detection System. The transcript level of six genes of interest was normalized by dividing the transcript level of the gene of interest with that of the housekeeping genes. To identify suitable “housekeeping” genes, Excel (Microsoft Office 2013) with NormFinder and the comparative delta-Ct method from the RNA-Seq dataset were used to select ten genes that had no significant fold changes between the blood and kinete stages. The top five housekeeping genes were then used to normalize transcript levels in the qPCR data.
Data source location	The U.S. Department of Agriculture-ARS-Animal Disease Research Unit. Pullman/Washington State United States of America 46.730873 ° N, -117.163475 ° E
Data accessibility	Raw data were deposited at the NCBI Gene Expression Omnibus under accession number GSE144066. Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144066.
Related research article	M.W. Ueti, W.C. Johnson, L.S. Kappmeyer, D.R. Herndon, M.R. Mousel, K.E. Reif, N.S. Taus, O.O. Ifeonu, J.C. Silva, C.E. Suarez, K.A. Brayton. Comparative analysis of gene expression between *Babesia bovis* blood stages and kinetes allowed by improved genome annotation. Int. J. Parasitol. doi: 10.1016/j.ijpara.2020.08.006.

## Value of the Data

• Comparison between life stages can help identify useful targets for therapeutic intervention and vaccine development to control bovine babesiosis or block parasite infection of the tick vector.
• These data can benefit scientists at universities, federal agencies, and international institutions working towards prevention of *B. bovis*.
• These datasets may be the foundation to define potential targets for understanding transmission mechanisms of tick-borne protozoan parasites of humans and animals.
• The kinete dataset contains reads for *R. microplus* hemocytes that could be used to elucidate tick responses to *Babesia* infection.

## 1 Data Description

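RNA was sequenced from 3 samples of *B. bovis* blood stages, which are the parasites that live in bovine erythrocytes and were cultured from the blood of acutely infected calves, and from 3 samples of kinetes, the motile stage collected from the hemolymph of replete female *R. microplus* ticks. Libraries were prepared from mRNA enriched with oligo dT and were sequenced together as a multiplexed pool. The authors filtered low quality reads, aligned the rest to a new reference genome with STAR, counted reads per gene with Subread and scaled the counts with the TMM method of edgeR. How reads that match several genes were counted, and whether the counting used the strand, is not given in the sources used here. The deposited table lists 3890 genes with the raw count and the authors' normalized count of every library. Raw counts on genes totalled 26098054, 31060402 and 25453674 in the blood stage replicates 4, 5 and 6. They totalled 12853181, 14995278 and 11941806 in the kinete replicates 4, 5 and 6. No pair of libraries was as alike as sampling noise allows, since the chi-square statistic per degree of freedom was 70.6 for the closest pair, kinete replicates 4 and 6. From the raw counts, each gene with at least 1 CPM in all 3 libraries of a stage was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was called when its log2 fold change was at least 1 in either direction and its adjusted p was at most 0.05. Normalized counts are CPM over the TMM-adjusted library total, given as mean ± SD over the 3 libraries of a stage, and log2 fold changes are kinetes over blood stages. A two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so single genes rest on the model fitted across all genes. Counts in the opposite stage also had a lower limit. Among genes with at least 100000 counts in the higher stage, the lowest ratio was 534 blood stage counts per 1000000 kinete counts and, in the other direction, 443 kinete counts per 1000000 blood stage counts. Coordinates are those of the deposited table, and chromosome numbers are those of RefSeq's ASM16539v2 annotation, whose gene spans were identical for 3863 of the 3866 genes matched by locus tag. Chromosome 4 is divided into 3 assembled sequences, within which positions are counted.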

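All 44 *smorf* genes of Table 1 passed the filter, and 39 were called higher in blood stages and 4 higher in kinetes. The counts adjusted over the list alone were also 39 and 4. The gene not called, BBOV_I005150, was chosen after its value was seen and had a log2 fold change of -0.35. The median log2 fold change of the table was -5.90, and the 39 genes had between 2.04 and 258 times the normalized counts in blood stages. Testing against a log2 fold change of 1 (glmTreat) moved these counts most, to 37 and 3, and scaling by library totals alone gave 40 and 3 with a median of -8.01. For 14 of the 39 genes the kinete counts lay within 2 times the lower limit. BBOV_IV007970 (chromosome 4, 907050 to 907981, 1 exon) had the largest change toward blood stages over all 6 libraries, with 188 ± 166 normalized counts (SD, n = 3) in blood stages and 0.726 ± 0.215 (SD, n = 3) in kinetes, a log2 fold change of -8.10 (standard error 0.74, adjusted p = 9.90e-07 from edgeR's quasi-likelihood test). Its kinete counts were at the lower limit, at 407 per 1000000 blood stage counts. BBOV_IV006430 (chromosome 4, 600758 to 601266) had -7.85 (standard error 0.57, adjusted p = 1.78e-07 from the same test), also at the limit with 469 kinete counts per 1000000. Without blood stage replicate 4 the log2 fold changes of these 2 genes were -7.07 and -7.36, and without kinete replicate 4 they were -8.20 and -8.25, so which of them is larger depends on the library left out. Toward kinetes, BBOV_III000690 (chromosome 3, 172931 to 173359) rose from 0.288 ± 0.137 to 92.9 ± 35.2 normalized counts, a log2 fold change of 8.30 (standard error 0.56, adjusted p = 1.06e-07). BBOV_II000400 (chromosome 2, 104453 to 106129) and BBOV_II006800 (chromosome 2, 1526652 to 1528043) had log2 fold changes of 5.54 and 5.24, and the latter was 4.63 without kinete replicate 4. BBOV_IV006420 (chromosome 4, 598743 to 600001) changed least of the 4, by 1.36 (standard error 0.54, adjusted p = 0.0449), with 1.56 ± 0.571 and 4.06 ± 1.98 normalized counts. It was no longer called without blood stage replicate 5 (adjusted p = 0.113), blood stage replicate 6 (0.0813) or kinete replicate 4 (0.199), and its adjusted p ranged from 0.00562 to 0.237 over the alternatives set in advance. Under library totals it was lower in kinetes, at -0.83. Whether members of this family share reads that were split between them was not tested.

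Of the 15 spherical body protein genes of Table 2, 14 were called higher in blood stages, also when adjusted over the list alone, by 5.44 to 158 times. None was called higher in kinetes, none had an unadjusted p under 0.05 in that direction, and DESeq2 and the likelihood ratio test called none either. BBOV_III006460, named here after its value was seen, was the gene not called, with a log2 fold change of 0.79 and an adjusted p of 0.195. It was called higher in kinetes without blood stage replicate 4 or without kinete replicate 5, and under library totals all 15 genes were higher in blood stages. The largest changes over all 6 libraries were those of BBOV_II000680 (chromosome 2, 169764 to 171217), from 3351 ± 1605 normalized counts in blood stages to 21.1 ± 7.71 in kinetes, and BBOV_IV005390 (chromosome 4, 356249 to 357756), from 4053 ± 1758 to 31.4 ± 9.47. Their log2 fold changes were -7.31 (standard error 0.66) and -7.01 (standard error 0.63), each with an adjusted p of 9.11e-07. Both lay within 2 times the lower limit, with 648 and 818 kinete counts per 1000000 blood stage counts.

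The 4 genes of Table 3 split evenly. BBOV_IV006250 (chromosome 4, 534274 to 545919, 9 exons) had 4.03 ± 1.78 normalized counts in blood stages and 4397 ± 1411 in kinetes, a log2 fold change of 10.09 (standard error 0.71, adjusted p = 1.36e-07). BBOV_III011730 (chromosome 3, 2515907 to 2524411, 5 exons) had 3.202 ± 0.923 and 2451 ± 1151, a log2 fold change of 9.58 (standard error 0.69, adjusted p = 1.71e-07). The genes next to them went the other way. BBOV_IV006260 (chromosome 4, 545964 to 554900) had 319 ± 164 normalized counts in blood stages and 22.4 ± 5.09 in kinetes, a log2 fold change of -3.83 (adjusted p = 8.28e-06), and BBOV_III011740 (chromosome 3, 2524468 to 2532902) had 197 ± 97.3 and 35.5 ± 10.4, a log2 fold change of -2.48 (adjusted p = 0.000190). All 4 directions held under every scaling and with each library left out in turn.

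**Figure D1:**
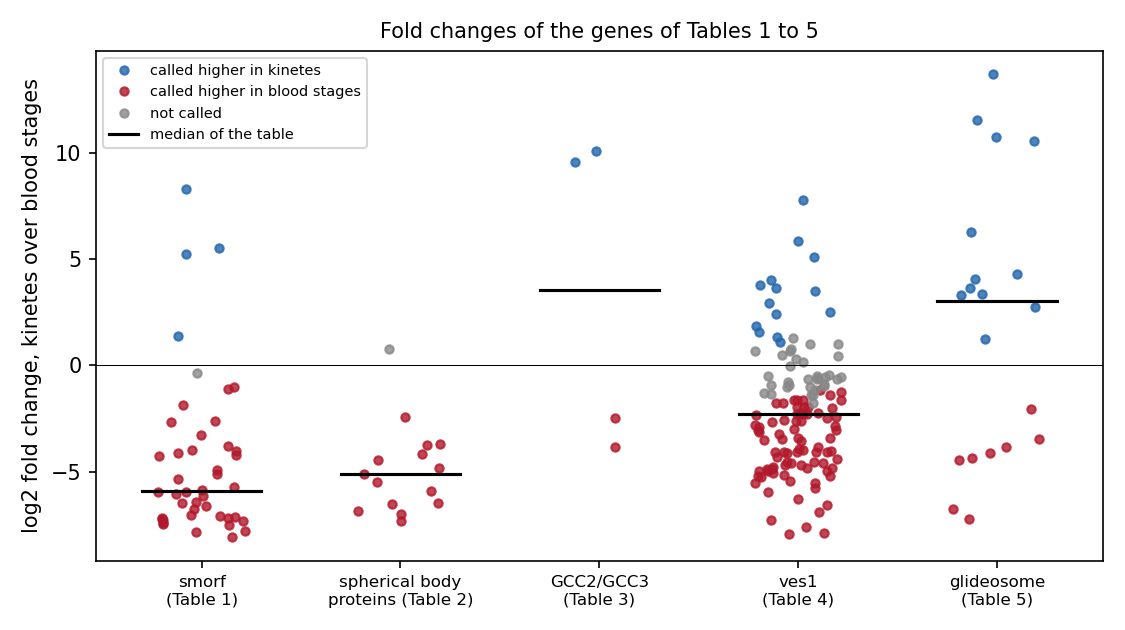
Log2 fold change (vertical axis, kinetes over blood stages, TMM scaling) of each tested gene in Tables 1 to 5 (horizontal axis). Points are genes, coloured by the call, and the black lines are the medians, at -5.90, -5.12, 3.55, -2.29 and 3.01 from Table 1 to Table 5; under library totals each median is lower, at -8.01, -7.52, 1.30, -4.43 and 0.75.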

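The *ves1* genes of Table 4 encode subunits of the variant erythrocyte surface antigen. Of its 129 genes, 3 carry another locus tag in the deposited table and were matched through RefSeq's older tags, and BBOV_II002260 fell below the filter. Among the 128 genes tested, 81 were called higher in blood stages, 14 higher in kinetes and 33 in neither direction, with a median log2 fold change of -2.29. The counts adjusted over the list alone were 83 and 16. Under library totals they were 111 and 7, and the median was -4.43. The genes called higher in blood stages differed by 2.25 to 250 times, with a median of 15.9, and those called higher in kinetes by 2.12 to 223 times, with a median of 9.40. Summed over the family, normalized counts were 26050 ± 6016 (SD, n = 3) in blood stages and 7194 ± 1887 (SD, n = 3) in kinetes, and the lowest blood stage library (20756) lay above the highest kinete library (9127). As a share of all counts on genes, the family took 4.29% to 6.45% in blood stages and 0.288% to 0.373% in kinetes. BBOV_III006070 (chromosome 3, 1305013 to 1309345, 3 exons) fell from 969.8 ± 218 normalized counts in blood stages to 4.02 ± 0.574 in kinetes, a log2 fold change of -7.93 (standard error 0.52, adjusted p = 8.66e-08 from edgeR's quasi-likelihood test), and it sets the lower limit of 443 kinete counts per 1000000. BBOV_II004170 (chromosome 2, 975625 to 976358) had 4297 raw counts in blood stages and 2 in kinetes. Its fitted log2 fold change was -7.91, but the ratio of its scaled counts, 237, has an exact 95% interval from 65.7 to 1961 that covers counting error only. BBOV_III000670 (chromosome 3, 167298 to 169660, 6 exons) rose from 4.35 ± 1.37 to 971 ± 476, a log2 fold change of 7.80 (standard error 0.62, adjusted p = 3.33e-07). BBOV_I005190 (chromosome 1, 814530 to 818838) rose from 9.66 ± 5.75 to 564 ± 270.1, a log2 fold change of 5.87 (standard error 0.66, adjusted p = 5.77e-06). The positive direction of both genes held under every scaling. Whether reads from near-identical copies were split between members of this family was not tested, so values of single members are uncertain.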

Tables 1–4 show differential expression of gene families by *B. bovis* blood stages or kinetes, including SMORFs, SBPs, GCC2 and GCC3 domain-containing proteins, and VESAs. 

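The means of the authors' normalized counts can be rebuilt from the raw counts. For the 211 tested genes of Tables 1 to 5, the 422 stage means computed here with TMM factors differed from the values printed in the tables by at most 0.260%. Dividing these means gives a fold without an error. Its log2 value differed from the log2 fold change fitted by edgeR by a median of 0.01, and by 0.28 for BBOV_III006500, where the difference was largest. By division alone, 186 of the genes differed between the stages by 2 times or more, and 10 of these were not called by the quasi-likelihood test.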

Normalized data were used to determined fold increase by dividing normalized counts of one stage with the other. Table 5 indicates differential gene expression associated with elements of the *B. bovis* glideosome between blood stages and kinetes. 

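The glideosome is the actin and myosin based machinery with which the parasite moves and enters cells. All 20 genes of Table 5 were called, 12 higher in kinetes and 8 higher in blood stages, also when adjusted over the list alone, and the median log2 fold change was 3.01. Under library totals the counts were 10 and 9 and the median was 0.75. The 12 genes had 2.35 to 13347.5 times the normalized counts in kinetes, and the 8 genes 4.15 to 128 times those in blood stages. Summed normalized counts were 322300 ± 145704 (SD, n = 3) in kinetes and 7634 ± 2963 (SD, n = 3) in blood stages, and they were lowest in kinete replicate 5 among the kinetes, at 160124. Most of the kinete sum came from BBOV_II002650, named here after its value was seen, and BBOV_II006100. The former took 8.09%, 5.71% and 7.48% of all counts of kinete replicates 4, 5 and 6. BBOV_II006100 (chromosome 2, 1378625 to 1380703, 10 exons) had 71122 ± 33058 normalized counts in kinetes against 5.33 ± 0.504 in blood stages, a log2 fold change of 13.70 (standard error 0.89, adjusted p = 8.40e-08 from edgeR's quasi-likelihood test). Its blood stage counts were 797 per 1000000 kinete counts, within 2 times the lower limit. BBOV_II006070 (chromosome 2, 1370447 to 1372618, 6 exons) had 4268 ± 1765 against 1.41 ± 0.383, a log2 fold change of 11.56 (standard error 0.74, adjusted p = 8.40e-08 from the same test). Toward blood stages, BBOV_II005940 (chromosome 2, 1346266 to 1348573, 4 exons) had 32.0 ± 15.1 normalized counts in blood stages and 0.250 ± 0.354 in kinetes, a log2 fold change of -7.23 (standard error 0.74, adjusted p = 2.68e-06). That value rests on 4 kinete counts. It was -8.84 without kinete replicate 4 and -6.45 without kinete replicate 5, and the ratio of scaled counts, 152, has an exact 95% interval from 59.4 to 558 for counting error. BBOV_IV011430 (chromosome 4, 1644052 to 1649071, 2 exons) had 584 ± 463 in blood stages and 5.46 ± 1.43 in kinetes, a log2 fold change of -6.76 (standard error 0.65, adjusted p = 1.53e-06), which was -5.88 without blood stage replicate 6. Of the 20 genes, 4 overlap another gene model, and their reads are not separable here.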

To validate the RNA-Seq, three test genes from either kinete stage (BBOV_I002220, BBOV_I004280, BBOV_IV011690) or blood stages (BBOV_I001680, BBOV_II002630, BBOV_III009600) were selected based on their magnitude of transcription. 

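In the kinetes, BBOV_I002220 had the highest mean of all genes, BBOV_I004280 ranked 17 and BBOV_IV011690 ranked 20. In the blood stages, BBOV_I001680 ranked 62, BBOV_II002630 ranked 68 and BBOV_III009600 ranked 208. BBOV_I002220 (chromosome 1, 182468 to 184651, 1 exon) had 243829 ± 102875 normalized counts (SD, n = 3) in kinetes and 12.6 ± 1.79 (SD, n = 3) in blood stages, a log2 fold change of 14.24 (standard error 0.92, adjusted p = 8.40e-08 from edgeR's quasi-likelihood test). Its 534 blood stage counts per 1000000 kinete counts set the lower limit in that direction. BBOV_IV011690 (chromosome 4, 1695406 to 1697913, 2 exons) had 14723 ± 5285 and 4.85 ± 2.51, a log2 fold change of 11.57 (standard error 0.84, adjusted p = 1.73e-07 from the same test). BBOV_I004280 (chromosome 1, 624613 to 627589, 2 exons) had 17250.1 ± 6452 and 10.9 ± 9.95, a log2 fold change of 10.62 (standard error 0.95, adjusted p = 8.71e-07), which was 11.69 without blood stage replicate 5. The genes taken for blood stages differed less. The lower limits, however, allow log2 fold changes of only about 7.96 toward blood stages against 14.05 toward kinetes. BBOV_I001680 (chromosome 1, 89625 to 90879, 2 exons) had 848 ± 782 normalized counts in blood stages and 7.65 ± 1.77 in kinetes, a log2 fold change of -6.80 (standard error 0.76, adjusted p = 5.59e-06). It was -5.75 without blood stage replicate 4, and all 3 blood stage libraries lay above all 3 kinete libraries. BBOV_II002630 (chromosome 2, 632053 to 635527, 1 exon) had 823 ± 425 and 198 ± 24.998, a log2 fold change of -2.05 (standard error 0.47, adjusted p = 0.00213). BBOV_III009600 (chromosome 3, 2049739 to 2052660, 1 exon) had 410.4 ± 101 and 195 ± 104, a log2 fold change of -1.07 (standard error 0.46, adjusted p = 0.0605), and was not called. It was called by the likelihood ratio test (adjusted p = 0.0422), and without blood stage replicate 4 by the quasi-likelihood test (adjusted p = 0.0480). The quasi-likelihood test also called it with library totals alone (log2 fold change -3.10, adjusted p = 0.000420). So did the fit with the replicate number as a block (-1.19, adjusted p = 0.0289). No other alternative set in advance called it, and without kinete replicate 6 its log2 fold change was -0.60. Its adjusted p ranged from 0.000420 to 0.411 over the alternatives. The direction of these 6 genes was the same under every scaling.

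**Figure D2:**
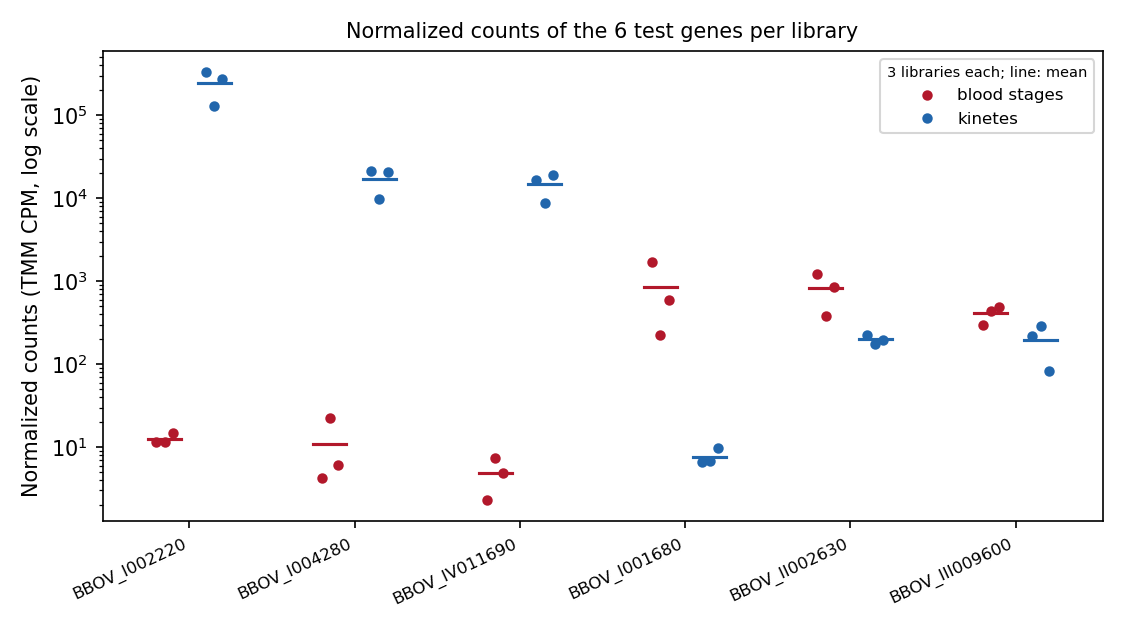
Normalized counts (vertical axis, TMM-scaled CPM, log scale) of the 6 test genes (horizontal axis) in the 3 blood stage libraries (red) and the 3 kinete libraries (blue). Points are libraries and lines are means; for BBOV_I002220 the means are 243829 in kinetes and 12.6 in blood stages, and for BBOV_III009600 they are 195 and 410.4.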

A panel of housekeeping genes (BBOV_IV006850, BBOV_IV009000, BBOV_III009160, BBOV_III006180, BBOV_III011560) demonstrates a consistent pattern of gene expression differences between *B. bovis* blood stages and kinetes. Fig. 1 illustrates the consistent ratios of housekeeping gene relative expression as compared to the test genes. Supplementary Table S1 is an Excel Spreadsheet with normalized RNA-Seq data and analyzed in the context of differential gene expression between *B. bovis* blood stages and kinetes. 

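Of the 3883 genes tested, 2052 (52.8%) were called, 981 higher in kinetes and 1071 higher in blood stages, so that 47.8% of the calls were toward kinetes. The split depends on the scaling. With library totals alone, 395 genes were called higher in kinetes and 2884 higher in blood stages, and 12.05% of the calls were toward kinetes. The median log2 fold change of all genes was -0.28 with TMM and -2.38 with library totals, a shift of 2.11 against which each fold change has to be read. In the authors' deposited table, 2096 genes are called, 999 higher in kinetes and 1097 higher in blood stages. The calls made here and theirs share 2051 genes, all in the same direction, and 45 genes are called in the authors' deposited table only. With each library left out in turn, 1592 of the 2052 calls were kept throughout. All 3 libraries of one stage lay above all 3 of the other for 1119 genes toward kinetes and 1400 toward blood stages, together 64.9% of the genes, where chance gives 10%. With TMM, 397 genes called higher in kinetes and 281 called higher in blood stages differed by 10 times or more, and these counts move with the scaling and the lower limit of each direction. The genes called higher in kinetes took 90.0% of all kinete counts and 14.4% of blood stage counts. Over all genes and all 6 libraries, the largest changes toward kinetes beside that of BBOV_I002220 were those of BBOV_II006620 (chromosome 2, 1478474 to 1480364, 1 exon) and BBOV_IV011035 (chromosome 4, 1547504 to 1548239, 2 exons). The former had 141148 ± 68326 normalized counts (SD, n = 3) in kinetes and 7.39 ± 0.776 (SD, n = 3) in blood stages, a log2 fold change of 14.22 (standard error 0.92, adjusted p = 8.41e-08 from edgeR's quasi-likelihood test). The latter had 39219 ± 17396 and 2.08 ± 0.281, a log2 fold change of 14.20 (standard error 0.87, adjusted p = 6.35e-08). Both lay near the lower limit, with 553 and 569 blood stage counts per 1000000 kinete counts. With TMM, the lower limits allow log2 fold changes of about 14.05 toward kinetes but only about 7.96 toward blood stages. The largest changes are therefore not comparable in size between the directions. Toward blood stages, the largest changes over all 6 libraries were those of the *smorf* gene BBOV_IV007970 and the *ves1* genes BBOV_III006070 and BBOV_II004170, all near the lower limit with 407, 443 and 465 kinete counts per 1000000 blood stage counts. Their order depends on the library left out. Without blood stage replicate 4 the log2 fold change was -7.07 for BBOV_IV007970, -8.04 for BBOV_III006070 and -7.81 for BBOV_II004170, and without kinete replicate 5 or kinete replicate 6 BBOV_II004170 had the largest of the 3, at -7.67 and -8.45. The paper presents these data as differential expression between the stages and gives the significance of each gene in Table S1.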

Table S1 contains *B. bovis* gene identifiers, Log Fold Change, Log Count per Million Reads, False Discovery Rate, triplicate reads for *B. bovis* blood stages and kinetes (normalized and raw counts).

**Table 1:** Differential expression of the small open reading frame (*smorf*) gene family between *B. bovis* blood stages and kinetes.

GeneID	norm blood stages	norm kinetes	Fold increase in blood stages	Fold increase in kinetes
BBOV_III011930	2113.913468	14.36620151	147.1449127	0.006796022
BBOV_III001320	536.3841036	2.982448672	179.8468851	0.005560285
BBOV_I003880	518.6261427	7.285320965	71.18782345	0.014047346
BBOV_III007740	398.7738069	110.4001374	3.612077088	0.276849019
BBOV_II004160	380.0745053	2.545392465	149.3186259	0.006697088
BBOV_II004220	369.9142849	2.877928198	128.534925	0.007779987
BBOV_I003890	288.1595966	2.645425925	108.9274864	0.009180419
BBOV_IV007930	286.4893288	1.926687667	148.6952627	0.006725164
BBOV_II000060	280.9586624	1.984377164	141.5853133	0.007062879
BBOV_III000050	240.2349071	1.13933101	210.8561122	0.004742571
BBOV_I001120	222.2547257	36.4316058	6.10060196	0.16391825
BBOV_II006810	208.0321558	5.086740939	40.89694331	0.024451705
BBOV_IV006430	207.1816437	0.937498517	220.9941028	0.004525008
BBOV_I001180	202.7519971	1.332583402	152.1495741	0.00657248
BBOV_II002275	194.4475113	11.84410832	16.41723515	0.060911596
BBOV_IV007970	187.8401442	0.724434865	259.2919714	0.003856656
BBOV_II001390	169.3409791	10.7185897	15.79881158	0.0632959
BBOV_IV006390	126.4761588	12.76775186	9.905906709	0.100949871
BBOV_II002280	109.3296517	3.105479146	35.20540521	0.028404729
BBOV_I001370	108.4269976	0.615054735	176.2883713	0.005672524
BBOV_IV000090	99.97305676	0.97946984	102.0685402	0.009797338
BBOV_III011960	97.89184227	1.043228584	93.8354679	0.010656951
BBOV_II007780	80.91934755	0.623937094	129.6915159	0.007710605
BBOV_III000020	77.72837628	0.441915862	175.8895368	0.005685387
BBOV_IV012140	69.65059029	2.152564713	32.35702503	0.03090519
BBOV_III007710	66.79064133	32.61366171	2.047934449	0.488296879
BBOV_IV000040	66.34182859	3.766155266	17.61526647	0.05676894
BBOV_III002350	63.3051779	3.209907951	19.72180476	0.050705299
BBOV_I003860	61.03939933	1.178418838	51.79771178	0.019305872
BBOV_I001160	56.8016851	2.876162626	19.74912148	0.050635164
BBOV_III002340	51.26993531	0.410873441	124.7827924	0.008013925
BBOV_I001420	45.33252697	0.838674649	54.05257813	0.018500505
BBOV_I001170	43.73955786	0.743409174	58.83645158	0.016996266
BBOV_II007820	32.65136192	0.406850737	80.25390869	0.012460452
BBOV_II004150	31.64665067	0.486700297	65.02287115	0.015379204
BBOV_IV007960	29.20461566	0.486700297	60.00533771	0.016665184
BBOV_II002290	25.70031072	11.88324468	2.162735129	0.462377471
BBOV_II006800	16.08857604	607.0183122	0.026504268	37.72977241
BBOV_II001380	13.69017871	2.146657517	6.377439625	0.156802739
BBOV_II000400	8.75589443	406.4511482	0.021542305	46.42028881
BBOV_I005150	4.467630153	3.39732353	1.315044067	0.760430791
BBOV_I003850	3.639805192	0.281682051	12.92167951	0.077389321
BBOV_IV006420	1.559208382	4.05065043	0.384927905	2.59788908
BBOV_III000690	0.288793277	92.75983833	0.003113344	321.198053

**Table 2:** Differential expression of the spherical body protein gene family between *B. bovis* blood stages and kinetes.

GeneID	norm blood stages	norm kinetes	Fold increase in blood stages	Fold increase in kinetes
BBOV_I004210	9564.525657	716.5825508	13.34741635	0.074920867
BBOV_IV005390	4059.333716	31.38524799	129.3389084	0.007731625
BBOV_II000680	3355.546841	21.10031815	159.0282581	0.006288191
BBOV_II000740	1058.592079	23.79627366	44.48562387	0.022479172
BBOV_III005860	679.0452333	5.850819611	116.0598478	0.008616244
BBOV_III005600	384.621592	4.203584114	91.49848831	0.010929142
BBOV_III006540	289.7373304	8.541515569	33.92106799	0.029480204
BBOV_III005830	252.4609668	4.173006004	60.498587	0.016529312
BBOV_III006460	239.8983689	413.0159404	0.580845303	1.721628798
BBOV_III005840	162.7218894	12.47769378	13.04102282	0.076681102
BBOV_III006520	50.57652699	0.628796749	80.43382394	0.012432581
BBOV_III005630	36.93756706	1.347535007	27.41121148	0.036481423
BBOV_III005790	19.96872969	3.655263286	5.463007211	0.183049365
BBOV_III006480	18.77035174	0.901596442	20.81901711	0.048033007
BBOV_III006500	4.383303317	0.20015859	21.89915163	0.045663869

**Table 3:** Differential expression of the GCC2 and GCC3 domain containing protein gene family between *B. bovis* blood stages and kinetes.

GeneID	norm blood stages	norm kinetes	Fold increase in blood stages	Fold increase in kinetes
BBOV_IV006260	319.5826078	22.37882551	14.28057999	0.070025167
BBOV_III011740	197.335074	35.38007157	5.577577016	0.179289322
BBOV_IV006250	4.042298771	4387.570389	0.000921307	1085.414671
BBOV_III011730	3.208575878	2445.955909	0.001311788	762.3182379

**Table 4:** Differential expression of the variant erythrocyte surface antigen (*ves1*) gene family between *B. bovis* blood stages and kinetes.

GeneID	norm blood stages	norm kinetes	Fold increase in blood stages	Fold increase in kinetes
BBOV_III000015	1.728967521	0.601312722	2.875321706	0.34778717
BBOV_III001300	1.02316527	0.401991082	2.545243701	0.392889687
BBOV_II002310	11.46011732	4.90734948	2.335296756	0.428211103
BBOV_I001190	1.921214622	0.906828737	2.118608006	0.472008034
BBOV_IV007950	1.919285603	0.94926437	2.021866261	0.494592555
BBOV_I005825	156.5772135	79.50478851	1.969406075	0.507767297
BBOV_II002320	423.6835178	220.0983315	1.924973783	0.519487594
BBOV_IV005670	331.7736784	174.558981	1.900639408	0.526138728
BBOV_II000380	41.83335358	22.80774353	1.834173272	0.545204761
BBOV_IV005660	140.5719566	82.52085286	1.703471932	0.587036382
BBOV_II000040	16.7797131	10.55649865	1.589515014	0.629122714
BBOV_III001270	24.07677147	15.19922865	1.58407851	0.631281842
BBOV_II007810	7.620384667	4.871933002	1.564139873	0.639329012
BBOV_II007830	3.44796873	2.208278049	1.561383419	0.640457679
BBOV_III001150	18.99083241	12.39033947	1.532712841	0.652437934
BBOV_I000060	3.967674309	2.651030862	1.496653383	0.668157378
BBOV_I000070	10.11356796	7.128294751	1.418792055	0.704824922
BBOV_IV002830	23.37186412	16.55999767	1.41134465	0.708544153
BBOV_III002370	12.47428832	8.974695799	1.389939959	0.719455537
BBOV_II000900	24.01138202	22.98856169	1.044492576	0.957402688
BBOV_I001410	10.98244456	12.27491138	0.894706627	1.117684803
BBOV_II000030	6.160960597	7.564935187	0.814410229	1.227882417
BBOV_III011940	26.85581707	36.03944587	0.745178413	1.341960506
BBOV_I000050	34.99932496	48.47120721	0.722064231	1.384918345
BBOV_II000945	8.125332914	12.97149013	0.626399344	1.596425681
BBOV_III007700	19.30319549	31.04248606	0.621831494	1.608152706
BBOV_II002260	0.539728944	0.905991786	0.595732712	1.678605154
BBOV_IV000030	14.53940728	24.77284468	0.586909072	1.703841443
BBOV_II006820	14.94653581	29.50277234	0.50661462	1.973886975
BBOV_III007110	420.2763021	50.88074443	8.260026594	0.121064986
BBOV_III007140	563.2564757	77.88629427	7.231779108	0.13827856
BBOV_III006920	478.708575	140.9323883	3.396725059	0.29440122
BBOV_III003060	250.1297463	78.89379732	3.170461491	0.315411495
BBOV_III006080	798.0562832	5.063209234	157.6186656	0.006344426
BBOV_IV001490	499.5313164	5.215861947	95.77157554	0.010441511
BBOV_IV007980	128.4011235	2.044485845	62.80362559	0.015922648
BBOV_III011950	53.41646004	1.155794466	46.21622756	0.021637422
BBOV_I001320	4.013872157	0.104520474	38.40273571	0.026039812
BBOV_I005865	193.6617495	5.222233452	37.08408505	0.026965746
BBOV_III002320	44.98541218	1.343047993	33.49501463	0.029855189
BBOV_I000010	32.39996069	1.048088238	30.91339021	0.032348442
BBOV_III003090	4982.64518	189.2864097	26.32331179	0.037989141
BBOV_III000090	8.739195077	0.401154131	21.78513044	0.04590287
BBOV_I005120	165.8736178	9.685269174	17.12638181	0.058389449
BBOV_I005835	90.24457916	5.64889545	15.97561505	0.062595399
BBOV_IV000350	201.2939525	17.46459112	11.52583253	0.086761628
BBOV_I001340	6.804356674	0.614217784	11.07808476	0.090268311
BBOV_IV002840	1937.126989	201.8771272	9.595574376	0.10421471
BBOV_II004130	16.85364966	2.155539876	7.818760323	0.127897513
BBOV_I005945	68.75377453	9.111370654	7.545931028	0.132521752
BBOV_I005905	96.32245181	13.5837803	7.090990116	0.14102403
BBOV_II000100	22.9740958	3.478312299	6.604954881	0.151401488
BBOV_III000700	20.52508246	3.406670199	6.024969034	0.165975957
BBOV_II001370	117.6823372	21.98983005	5.351671067	0.186857523
BBOV_I005160	58.84307326	14.5715978	4.038203227	0.247634887
BBOV_IV005640	16.05860815	5.164916596	3.109170856	0.321629157
BBOV_I005885	58.78805667	19.15570372	3.068958339	0.325843459
BBOV_III001295	2.354492652	0.778101658	3.025944783	0.330475297
BBOV_I005925	323.1792347	120.5558705	2.680742409	0.373030992
BBOV_IV000200	1221.015774	33.55945	36.38366462	0.027484862
BBOV_II004170	25.25477425	0.100497771	251.2968606	0.003979357
BBOV_III006070	971.8226855	4.00958644	242.3747935	0.004125842
BBOV_III003100	4179.375093	21.0944595	198.1266737	0.005047276
BBOV_IV001500	736.2579763	6.232070813	118.1401814	0.008464521
BBOV_I005955	156.0360625	2.111219752	73.90801565	0.013530332
BBOV_I005140	122.6569861	2.272128462	53.98329723	0.018524248
BBOV_IV007990	399.8551031	8.592072955	46.5376755	0.021487966
BBOV_II000370	203.6019731	4.45954771	45.65529653	0.021903264
BBOV_III002330	82.99101801	2.13898475	38.79925651	0.02577369
BBOV_III002310	47.30825938	1.381833563	34.23585926	0.02920914
BBOV_I005935	204.0221091	6.004055555	33.98071641	0.029428455
BBOV_III007690	56.20382698	1.679979071	33.45507569	0.029890831
BBOV_II004190	31.41995041	1.005279965	31.25492549	0.031994957
BBOV_I005895	36.94778066	1.235341766	29.90895449	0.033434803
BBOV_I005915	69.19411686	2.391600542	28.93213798	0.03456364
BBOV_III000040	22.04538552	0.841860402	26.18650963	0.038187602
BBOV_I005845	85.75392604	3.346863777	25.622174	0.039028694
BBOV_III000710	24.83032387	0.978632889	25.37246004	0.039412812
BBOV_II004120	62.60907076	2.697046176	23.21394098	0.043077563
BBOV_III007730	100.4983749	4.340448271	23.15391604	0.043189238
BBOV_III007720	52.02941561	2.278964278	22.83029011	0.043801458
BBOV_IV006410	37.49204361	1.667538318	22.48346752	0.044477125
BBOV_I005875	56.76625474	3.27019997	17.3586494	0.057608169
BBOV_II001400	133.9557957	7.782021543	17.21349587	0.058093952
BBOV_I005815	72.0948074	4.198351819	17.17216911	0.058233761
BBOV_IV006400	39.62063076	2.351978021	16.84566369	0.059362458
BBOV_IV000060	20.97555289	1.258803089	16.66309295	0.060012868
BBOV_IV007910	38.04169291	2.348792269	16.19627815	0.06174258
BBOV_I003870	19.33495425	1.212344753	15.94839604	0.06270223
BBOV_I001330	9.327555329	0.692555493	13.46831471	0.074248339
BBOV_II002270	9.706371156	0.770428891	12.59865936	0.079373525
BBOV_III000100	25.84479748	2.285406166	11.30862333	0.088428093
BBOV_I000020	110.8671163	9.939986566	11.1536485	0.089656761
BBOV_II001410	55.15815454	6.181125463	8.923642607	0.112061861
BBOV_IV005680	278.7178629	33.63615638	8.286257791	0.120681739
BBOV_I004520	17.03969061	2.704022755	6.301607696	0.158689663
BBOV_II006780	54.01289193	8.834899055	6.113583369	0.163570191
BBOV_IV002850	2371.499271	427.4573271	5.547920507	0.180247716
BBOV_I001140	10.81090535	2.000911002	5.402991609	0.185082649
BBOV_II002300	2.672564091	0.513720014	5.202374875	0.192219904
BBOV_IV007920	25.37602988	5.163242694	4.914746679	0.203469286
BBOV_II000940	125.7918935	25.9247027	4.852201968	0.206091998
BBOV_I005180	101.9253517	21.35619549	4.772636203	0.209527808
BBOV_I003840	9.184526328	2.050646761	4.478843701	0.223271913
BBOV_II004140	15.36332175	3.952571843	3.886917773	0.257273258
BBOV_I001430	17.06123265	4.433667203	3.848108545	0.259867929
BBOV_II006830	23.9118131	6.226676466	3.8402209	0.260401687
BBOV_I003830	5.60933158	1.611452341	3.480916832	0.287280636
BBOV_II000920	35.70692278	11.62363102	3.071925004	0.32552878
BBOV_I003900	16.74032752	6.142248224	2.72543976	0.366913265
BBOV_I001440	6.681265191	2.610360801	2.559517898	0.390698577
BBOV_II000110	24.00063777	9.819882162	2.444086128	0.409150884
BBOV_II000390	11.18485422	4.944482435	2.262087966	0.442069457
BBOV_IV002860	18.92967276	37.88463844	0.499666185	2.001336153
BBOV_III003110	89.20183852	188.362042	0.473565892	2.111638562
BBOV_III001220	1.72155826	4.18135367	0.411722709	2.42881915
BBOV_I003910	10.52155624	26.5396865	0.396446139	2.522410743
BBOV_IV001510	2.698503508	7.92944196	0.340314428	2.938459015
BBOV_II000910	25.91710922	93.57840916	0.276956078	3.610680819
BBOV_I005805	8.085385626	43.16715254	0.187304122	5.338910788
BBOV_II006790	28.98624709	163.5550893	0.177226201	5.642506559
BBOV_I000030	45.94475751	345.461503	0.132995304	7.519062496
BBOV_III001280	55.72201753	624.213682	0.089267536	11.20228071
BBOV_I005110	5.925071676	74.15213411	0.079904264	12.51497672
BBOV_IV006380	8.428348062	113.9017072	0.073996679	13.51412001
BBOV_III001160	42.67923143	686.2582539	0.06219121	16.07944264
BBOV_I004510	17.47781955	597.9515367	0.029229492	34.21202141
BBOV_I005190	9.67496017	562.8547934	0.017189087	58.17644554
BBOV_III000670	4.364457017	969.2748263	0.004502807	222.0837146

**Table 5:** Differential gene expression of glideosome elements between *B. bovis* blood stages and kinetes

GeneID	norm blood stages	norm kinetes	Fold increase in blood stages	Fold increase in kinetes
BBOV_II006100	5.338814	70978.19	7.52177E-05	13294.74914
BBOV_II006070	1.414999	4259.571	0.000332193	3010.298479
BBOV_II002650	96.21683	164058.8	0.000586478	1705.095019
BBOV_II006080	8.861071	13495.36	0.000656601	1522.994638
BBOV_IV003210	352.6652	26835.99	0.013141504	76.09479332
BBOV_IV008510	325.7201	6390.77	0.050967269	19.62043538
BBOV_IV009790	93.05779	1545.97	0.060193791	16.61300904
BBOV_I000300	1768.456	22238.81	0.079521131	12.57527387
BBOV_II004420	118.6838	1229.741	0.096511253	10.36148606
BBOV_I003490	637.5578	6256.353	0.101905671	9.812996615
BBOV_II006000	509.7894	3351.442	0.152110493	6.574168436
BBOV_II005470	286.0339	670.0373	0.426892467	2.342510298
BBOV_II005940	32.09359	0.249803	128.4757525	0.00778357
BBOV_IV011430	584.8345	5.444342	107.4206191	0.0093092
BBOV_IV011230	537.6968	24.69678	21.77194044	0.045930679
BBOV_II003100	132.8903	6.408557	20.73637991	0.048224425
BBOV_I001630	500.6437	28.21142	17.7461369	0.056350292
BBOV_II005930	150.9749	10.4024	14.51346609	0.068901529
BBOV_II002890	679.6739	61.55152	11.04235702	0.090560376
BBOV_II002630	824.4089	197.8921	4.165952089	0.240041167

**Fig. 1:**
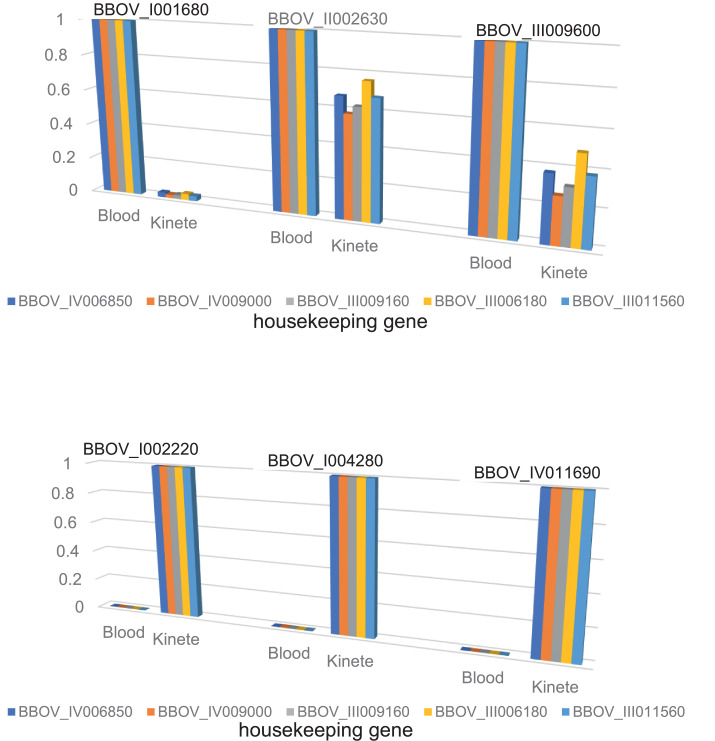
Ratios of housekeeping gene relative expression as compared to the test genes. The top panel are genes upregulated in *B. bovis* blood stages and the bottom panel are genes upregulated in kinetes.

## 2 Experimental Design, Materials and Methods

Three splenectomized Holstein calves approximately four months of age and determined to be *Babesia*-free by competitive enzyme-linked immunosorbent assay and PCR [1,2,3] were used for acquisition of *B. bovis* Texas strain by *R. microplus*, La Minita strain, as previously described [1,4]. Approximately 40,000 *R. microplus* larvae were placed under a cloth patch on calves. When ∼1% of the ticks had molted to the adult stage, calves were intravenously inoculated with *B. bovis* stabilate containing 10^7^ infected erythrocytes to synchronize female tick repletion with an ascending parasitemia. Replete female ticks were collected and incubated at 26 °C in 96% relative humidity to allow *B. bovis* development [1,2].

To increase the percent parasitized erythrocytes, blood samples from an acute parasitemia were cultured for 5 days at 3% oxygen and 5% carbon dioxide [5,6]. These *in vitro* cultured *B. bovis* blood stages were centrifuged, media removed, cells suspended in TRIzol (Thermo Fisher Scientific, Waltham, MA) and stored at -80 °C. *Babesia bovis* kinetes were collected from replete female ticks by extraction using pressurized capillary tubing, pooled, concentrated by centrifugation at 3,000 × g for 2 min, suspended in TRIzol and stored at -80 °C. To isolate RNA, the samples were thawed, transferred into Lysing Matrix H tubes and homogenized three times for 30 s at a speed setting of 6.0 m/s (MP Biomedicals, Solon, OH) with cooling of samples on ice for 5 min between runs. Homogenized samples were transferred into microfuge tubes and centrifuged for 1 min at 16,000 x g at 4 °C to remove large particulates. Sample supernatants were transferred to microfuge tubes to which 200 µl of chloroform per ml of TRIzol supernatant was added. The samples were vortexed for 15 s and incubated at room temperature for 3 min. For phase separation, samples were centrifuged at 16,000 x g for 15 min at 4 °C and the upper aqueous phase transferred to a new microfuge tube. Subsequent RNA isolation was accomplished using the RNA Cleanup and Concentrator kit (Zymo Research, Irvine, CA) according to the manufacturer's instructions. In brief, two volumes of RNA binding buffer were added to the aqueous phase, mixed, an equal volume of 100% ethanol added, and mixed again. A volume of 800 µl of each sample was transferred to RNA-25 concentrator column assemblies and the RNA bound to the column matrix by passing the sample through the column by centrifuging at 13,000 x g for 30 s. To the sample-bound column, 400 µl of RNA prep buffer was added and spun at 13,000 x g for 30 s. Samples were washed by adding 800 µl of RNA wash buffer to each column, centrifuged at 13,000 x g for 30 s, washed again with 400 µl of RNA wash buffer, and centrifuged for 2 min at 13,000 x g after the final wash. Columns were transferred to new 1.5 ml tubes and samples eluted by adding 60 µl of nuclease-free water. Samples were treated with TURBO DNase (ThermoFisher Scientific) according to the manufacturer's instructions. Reactions were terminated and samples concentrated using RNA Cleanup and Concentrator RNA-5 or RNA-25 columns as described above. Sample RNA concentrations were determined using a NanoDrop 1000 (ThermoFisher Scientific) and tested for residual DNA by Real-Time SYBR Green PCR targeting of BBOV_II006950. If DNA contamination was observed, samples were re-treated with TURBO DNase as described above until samples were confirmed to be free of DNA. RNA samples were stored at -80 °C. Total RNA was monitored for quality control using the Agilent Bioanalyzer Nano RNA chip (Agilent Technologies, Santa Clara, CA) and NanoDrop absorbance ratios for 260/280nm and 260/230nm. Library construction was performed according to the Illumina TruSeq mRNA (Illumina, San Diego, CA) stranded protocol. Using an input quantity for total RNA within the recommended range, mRNA was enriched using oligo dT magnetic beads. The enriched mRNA was chemically fragmented. First strand synthesis used random primers and reverse transcriptase to make cDNA. After second strand synthesis the ds cDNA was cleaned using AMPure XP beads (Beckman Coulter, Brea, CA) and the cDNA was end repaired and the 3’ ends adenylated. Illumina barcoded adapters were ligated to the ends and the adapter ligated fragments were enriched by nine cycles of PCR. The resulting libraries were validated by qPCR and sized using an Agilent Bioanalyzer DNA high sensitivity chip. The library concentrations were normalized and then multiplexed. The multiplexed libraries were sequenced using paired end 100 cycle chemistry for the HiSeq 2500 (Illumina). The version of HiSeq control software was HCS 2.2.58 with real time analysis software, RTA 1.18.64. Low quality reads were filtered before alignment to the new reference genome using STAR v2.5.2a (2-pass mapping). Counts were generated from alignments for each gene using the Subread feature of Counts v1.6.0. Genes without at least 1 read per million mapped reads across all three samples within a group were removed, data were normalized using the TMM method, and analysed for differential expression significance testing using the generalized linear model likelihood ratio test (GLM LRT) method in edgeR v3.20.9. 

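Applied here, the filter removed 7 of the 3890 deposited genes, while the authors' deposited comparison gives values for all 3890. The TMM factors computed from the raw counts were 2.07, 2.43 and 1.98 for the blood stage replicates 4, 5 and 6, and 0.356, 0.696 and 0.406 for the kinete replicates 4, 5 and 6. The normalized counts computed with them differed from those in the authors' deposited table by at most 0.374%. Without the filter the values came nearer to the paper's. For BBOV_II002630 in blood stages the mean was 824.424 without the filter and 823.222 with it, against 824.4089 in the paper. The share of counts in a few genes differed between the stages. The 7 genes with the highest share of kinete counts took 45.3%, 32.9% and 42.5% of the counts of the kinete replicates 4, 5 and 6, and 0.0444% to 0.0580% of those of the blood stage libraries. After the factors, the effective sizes of the libraries were 53972594, 75435671 and 50354917 in blood stages and 4578920, 10431319 and 4849351 in kinetes. A gene with the same number of raw counts in a library of either stage therefore has a higher normalized count in the kinetes. The likelihood ratio test on the same counts called 994 genes higher in kinetes and 1090 higher in blood stages, and included all 2052 genes called by the quasi-likelihood test. Size factors computed by the median of ratios gave 1111 and 856, and 56.5% of the calls were then toward kinetes.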

The false discovery rate (FDR) method was employed to correct for multiple testing and genes were termed differentially expressed if their log Fold Change (logFC) value was greater than or equal to 1 with the FDR set to 5%. 

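At an adjusted p of at most 0.05 without a minimum fold change, edgeR's quasi-likelihood test called 1041 genes higher in kinetes and 1176 higher in blood stages. These 2217 genes include 165 whose log2 fold change was below 1 in either direction. When the test itself was made against a log2 fold change of 1 (glmTreat), 755 genes were called higher in kinetes and 608 higher in blood stages. With at least 10 CPM required in all 3 libraries of a stage, 927 and 1018 genes were called.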

Triplicate RNA samples from *B. bovis* blood or kinete stages were used for qPCR. Approximately 100 ng of total RNA from each preparation of parasites was reverse transcribed using a Superscript III™ cDNA Synthesis Kit (ThermoFisher Scientific) following the manufacturer's protocol. Quantitative PCR was performed in triplicate using a Bio-RAD CFX96™ Real-Time PCR Detection System. Reaction volumes were 20 μl using 10 μl SsoFast™ EvaGreen® Supermix (Bio-Rad, Hercules, CA, USA), 1 μl of 500 nM of each primer set, 6 μl of nuclease-free water and 2 μl of a 1:10 dilution of cDNA as template. The conditions consisted of an enzyme activation step of 98 °C for 2 min followed by 40 cycles of 98 °C for 5 s and 55 °C for 5 s. The transcript level of six genes of interest was normalized by dividing the transcript level of the gene of interest with that of the housekeeping genes. To identify suitable “housekeeping” genes, Excel (Microsoft Office 2013) with NormFinder and the comparative delta-Ct method from the RNA-Seq dataset were used to select five genes that had no significant fold changes between the blood and kinete stages [7]. 

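In the RNA-Seq data, 4 of the 5 housekeeping genes had nearly equal normalized counts in both stages. The paper selected the genes from these data for lacking a significant fold change, so this is not an independent test of them. BBOV_III009160 (chromosome 3, 1978721 to 1979923, 1 exon) had 229 ± 74.6 (SD, n = 3) in blood stages and 229 ± 47.7 (SD, n = 3) in kinetes, BBOV_III011560 (chromosome 3, 2482851 to 2484630, 7 exons) had 111 ± 23.6 and 112 ± 25.4, and BBOV_III006180 (chromosome 3, 1335064 to 1337365, 1 exon) had 111 ± 36.1 and 115 ± 6.59. BBOV_IV006850 (chromosome 4, 670932 to 671669, 4 exons) had 157 ± 75.9 and 159.8 ± 27.3, and was the most variable of the 5 among the blood stage libraries. Their log2 fold changes lay between -0.00 and 0.05, with standard errors of 0.33 to 0.39 and adjusted p-values of 0.901 to 0.995 from edgeR's quasi-likelihood test. BBOV_IV009000 (chromosome 4, 1118075 to 1119253, 4 exons) had 100.2 ± 3.41 in blood stages and 179.9 ± 27.1 in kinetes. Its log2 fold change of 0.84 (standard error 0.31, adjusted p = 0.0335 from the same test) was below the minimum of 1, all 3 kinete libraries lay above all 3 blood stage libraries, and the authors' deposited table gives an FDR of 0.0284 without calling it. With the median of ratios as size factors its log2 fold change was 1.08 (adjusted p = 0.0127), and it was called, as it was without kinete replicate 5 (1.09). Its adjusted p ranged from 0.00282 to 0.6698 over the alternatives. These values hold for scaling by TMM. With library totals alone, all 5 genes were lower in kinetes, with log2 fold changes from -2.19 to -1.33, since that scaling shifts all genes. BBOV_IV006850 and BBOV_III009160 each overlap another gene model, so their counts could include reads of that neighbour if the counting ignored the strand.

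**Figure D3:**
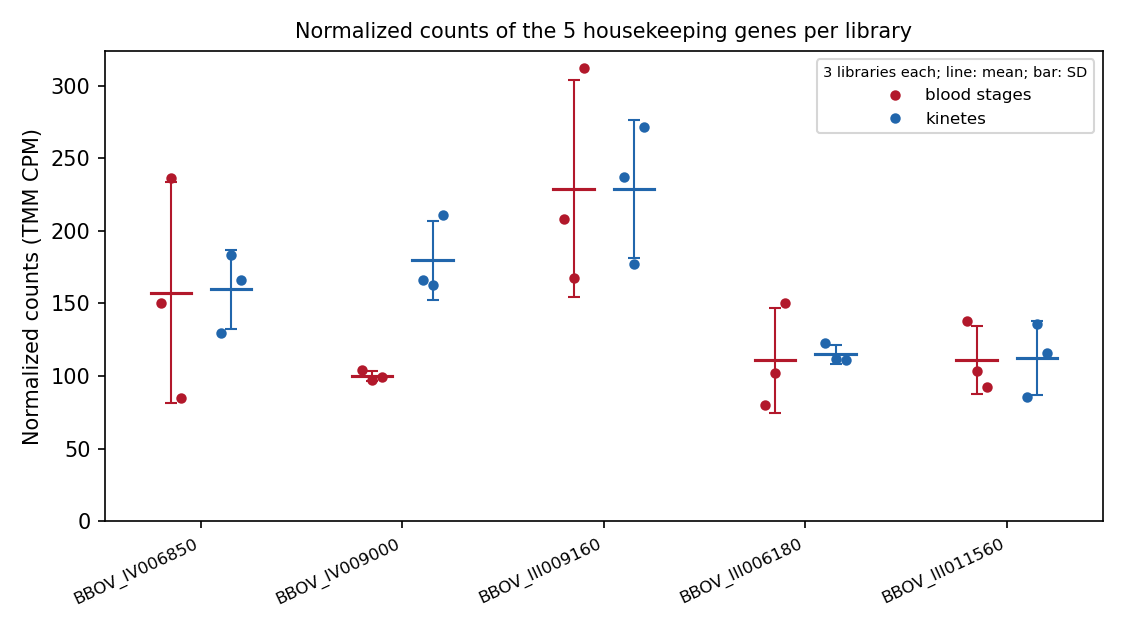
Normalized counts (vertical axis, TMM-scaled CPM) of the 5 housekeeping genes (horizontal axis) in the 3 blood stage libraries (red) and the 3 kinete libraries (blue). Points are libraries, lines are means and bars are SDs; the stages separate only for BBOV_IV009000, with means of 100.2 and 179.9.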

The selected housekeeping genes were then used to normalize transcript levels in the qPCR data.

## 3 Ethics Statement

Animal experiments were conducted with the approval of the Institutional Animal Care and Use Committee of the University of Idaho, Moscow, Idaho, in accordance with institutional guidelines based on the U.S. National Institutes of Health Guide for the Care and Use of Laboratory Animals. Splenectomies were performed under sedation with xylazine and isoflurane inhalation, and all efforts were made to minimize suffering. All animals exposed to an exotic pathogen and ticks were euthanized. These animals were sedated with xylazine, brought to a recumbent position and euthanized by intravenous injection of sodium pentobarbitone. IACUC #2018-16.

## CRediT Author Statement

Massaro Ueti, Wendell Johnson, and Kelly Brayton: Conceptualization. Massaro Ueti, Wendell Johnson, Lowell Kappmeyer, David Herndon, Kathryn Reif: Methodology. Massaro Ueti, Wendell Johnson, Lowell Kappmeyer, David Herndon, Michelle Mousel, Carlos Suarez and Kelly Brayton: Data curation, Writing-Original draft preparation. Massaro Ueti, Wendell Johnson, and Kelly Brayton: Visualization, Investigation. Massaro Ueti: Supervision. Massaro Ueti, Wendell Johnson and Kelly Brayton: Validation of data. Massaro Ueti, Wendell Johnson, Naomi Taus, Olukemi Ifeonu, Joana Silva, Carlos Suarez, and Kelly Brayton: Writing- Reviewing and Editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships which have, or could be perceived to have, influenced the work reported in this article.

## References

[1] Howell J.M., Ueti M.W., Palmer G.H., Scoles G.A., Knowles D.P. (2007). Transovarial transmission efficiency of *Babesia bovis* tick stages acquired by *Rhipicephalus* (*Boophilus*) *microplus* during acute infection. J. Clin. Microbiol..

[2] Johnson W.C., Taus N.S., Reif K.E., Bohaliga G.A.R., Kappmeyer L.S., Ueti M.W. (2017). Analysis of stage-specific protein expression during *Babesia bovis* development within female *Rhipicephalus microplus*. J. Proteome Res..

[3] Chung C.J., Suarez C.E., Bandaranayaka-Mudiyanselage C.L., Bandaranayaka-Mudiyanselage C.B., Rzepka J., Heiniger T.J., Chung G., Lee S.S., Adams E., Yun G., Waldron S.J (2017). A novel modified-indirect ELISA based on spherical body protein 4 for detecting antibody during acute and long-term infections with diverse *Babesia bovis* strains. Parasit.Vectors.

[4] Howell J.M., Ueti M.W., Palmer G.H., Scoles G.A. (2007). D.P. Knowles. Persistently infected calves as reservoirs for acquisition and transovarial transmission of *Babesia bovis* by *Rhipicephalus* (*Boophilus*) *microplus*. J. Clin. Microbiol..

[5] Levy M.G., Ristic M. (1980). *Babesia bovis*: continuous cultivation in a microaerophilous stationary phase culture. Science.

[6] J.A. Alvarez, C. Rojas, J.V. Figueroa. Diagnostic tools for the identification of *Babesia* sp. in persistently infected cattle. Pathogens, 8(2019):143. doi:10.3390/pathogens8030143.10.3390/pathogens8030143PMC678960831505741

[7] Andersen C.L., Jensen J.L., Orntoft T.F. (2004). Normalization of real-time quantitative reverse transcription-PCR data: a model-based variance estimation approach to identify genes suited for normalization, applied to bladder and colon cancer datasets. Cancer Res..

How the deposited data were processed for this re-analysis (not part of the article)

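RNA-Seq libraries from 3 samples of *B. bovis* blood stages and 3 samples of kinetes were compared. The authors prepared stranded mRNA libraries, sequenced them as a multiplexed pool in paired ends, removed low quality reads, aligned the rest with STAR in its 2-pass mode and counted reads per gene with Subread. The raw counts in the deposited table are whole numbers per gene and library, without normalization. The normalized values in the deposited table are a signal, the authors' CPM over the library total multiplied by edgeR's TMM factor. The authors also deposited a comparison made with edgeR's likelihood ratio test, with log2 fold changes, log2 mean CPM, p-values and FDR per gene. These columns were read only to compare calls. All columns of values per library were used, and libraries were grouped by stage and replicate number from the sample labels. The paper's text does not name the build of its reference genome, the strand setting of the counting or the treatment of reads that match several genes.

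From the raw counts, genes with at least 1 CPM in all 3 libraries of a stage were kept, with CPM taken over the library's total on genes. This left 3883 of 3890 genes. TMM factors, the quasi-likelihood fit and the quasi-likelihood F test came from edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05, the thresholds of the paper. The standard error of a log2 fold change is its absolute value divided by the square root of its F statistic. The paper used the likelihood ratio test, which was run as an alternative. Other alternatives were DESeq2 1.42.0, median-of-ratios factors, library totals alone, TMM factors without the genes above 1% of any library, no filter, a filter of 10 CPM, the adjusted p alone, glmTreat, counts thinned to the smallest total of 11941806, the replicate number as a block, and each of the 6 libraries left out. Samples, alternatives, the main tests and the rule for named genes were fixed before the data were examined, although the paper's Tables 1 to 5 and the first part of Table S1 had been read. Totals without the genes above 1%, the replicate spread of the genes of Tables 1, 2, 3 and 5 and some tests in the closing section were added after seeing the data.

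The genes named are the 12 that the paper's text names, all 4 genes of Table 3, every gene of Tables 1 and 2 called higher in kinetes, and the largest called changes toward each stage with libraries that do not overlap between the stages, namely 2 per direction in Tables 1, 2, 4 and 5 and 3 per direction over all genes. This gave 34 genes. A gene named outside the rule is said to be chosen after its value was seen.

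Total counts on genes were 25453674 to 31060402 in blood stages, with a median of 26098054, and 11941806 to 14995278 in kinetes, with a median of 12853181. Intervals for single low counts are exact binomial intervals at 95% and cover counting error only. The common dispersion of 0.134 corresponds to a biological coefficient of variation of 0.367. The test was tested on simulated data with the means, library sizes and dispersion of these libraries and 200 changed genes. It recovered 97% of the changed genes among 3861 tested for kinetes against blood stages, and 3.96% of its calls were false. For simulated changes of equal size toward kinetes and toward blood stages, the median fitted log2 fold changes were 2.23 and -1.92. With 200 changed genes, the simulation does not cover data in which 52.8% of the genes were called. Its rates therefore do not show how many calls on the real libraries are false.

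Locus tags were matched to RefSeq's annotation of the ASM16539v2 assembly. Of the 3890 genes, 3866 matched by locus tag, 6 by an older tag and 18 by neither. Permutations of gene order and random gene lists numbered 10000, lists were matched on mean expression in 20 bins, and log2(CPM + 1) was used for the spread between replicates, with pseudocounts of 0.1 and 5 as alternatives. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Product names of genes, GC content and reads were not analysed here. Table S1 was read only in its first 1997 of 3887 genes, so a planned comparison of signal peptides, which only that table gives, was not run. The qPCR of Fig. 1 was not analysed here, apart from ratios of BBOV_II002630 and BBOV_III009600 read by eye from the figure.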

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

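The weighing of technical causes here used tests chosen after the result was seen, apart from the comparison of splits of the libraries.

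Tables 1 to 5 of the paper list 212 genes of gene families, and its text names 12 genes. Outside both lists, 945 genes were called higher in kinetes and 926 higher in blood stages. The paper's text and Tables 1 to 5 do not discuss them. Of the 10 ways to split the 6 libraries into groups of 3, only the real one, 1 of 10, gave as many calls over all genes. The same was true of each of Tables 1, 2, 3, 4 and 5, with 1 of 10 splits each. With 10 splits the share cannot fall under 0.1, so chance is not excluded by this count alone. The number of calls in each direction depends on the scaling. A few genes taking a large share of the kinete counts cannot be the whole reason why genes look lower in kinetes under library totals. Leaving the genes above 1% of any library out of the totals moved the median log2 fold change from -2.38 to -1.60, not to the -0.28 of TMM. Whether total mRNA per parasite differs between the stages is not measured in these libraries, so a shift common to all genes stays open.

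BBOV_II006620 and BBOV_IV011035 are genes the paper's text and Tables 1 to 5 do not discuss, and both stood out by size, with log2 fold changes of 14.22 and 14.20 toward kinetes. The former took 7.24%, 4.72% and 6.19% of the counts of kinete replicates 4, 5 and 6. Both had few counts in blood stages relative to kinetes, near the lower limit. Over genes with at least 100000 counts in the higher stage, the lowest ratio, taken as that limit, was 534 per 1000000 in the kinete direction and 443 per 1000000 in the blood stage direction, a ratio of 1.21. A candidate explanation is that a small share of reads or cDNA of the multiplexed pool was assigned to the wrong library. A similar limit in both directions, at a ratio of 1.21, would follow if libraries of both stages took up misassigned reads alike. If uptake followed the total counts on genes, which were larger in the blood stage libraries, the limits should differ more. The similarity of the limits alone therefore cannot decide for or against this hypothesis. The similarity rests on the genes with at least 100000 counts. With 30000 to 100000 counts in the higher stage, the lowest ratios were 654 in the kinete direction and 407 in the blood stage direction. With 10000 to 30000 counts they were 1613 and 650. Blood stage genes within 2 times the limit, 7 with at least 50 counts in every kinete library, had a median count in kinete replicate 5 of 1.18 times the mean of the other two, near the ratio of total counts of 1.21. Among 1547 uncalled genes that ratio was 2.56. Low transcription of such genes in the opposite stage is still not excluded, because 7 genes near the limit are few. Blood stage parasites or their RNA in the kinete samples could also give the limit of 443 per 1000000 in that direction, and cannot be told apart from misassigned reads there. If misassignment sets the limit, the true fold changes of 9 called genes toward kinetes and 38 toward blood stages, those within 2 times the limit, may be larger than fitted.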

How the results depend on the processing

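All alternatives were chosen before the data were examined, except totals without the genes above 1% of any library, which were added after seeing the data. Over the counts of called genes in each direction, the counts per table, the spread of *ves1* genes and the correlation of neighbouring genes, 237 of 246 values stayed within 1.5 times, or on the same side of the threshold, and 9 moved.

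With library totals alone, 395 genes were called higher in kinetes and 2884 higher in blood stages, in place of 981 and 1071, and 7 in place of 14 *ves1* genes were called higher in kinetes. Of the 981 genes called higher in kinetes, 395 were kept, 527 were no longer called and 59 were called higher in blood stages. All 1071 genes called higher in blood stages were kept, and 1754 genes without a call gained a call in that direction. This setting lowers the median log2 fold change of all genes by 2.11. With the added totals, which leave out the genes above 1%, the counts were 536 and 2431, and 9 *ves1* genes were called higher in kinetes. With glmTreat, 608 genes were called higher in blood stages, since that test asks for a change beyond 2 times. Median-of-ratios factors gave 1111 and 856 genes, and DESeq2 gave 1124 and 868 with 2 adjusted p-values left as NA. DESeq2 shared 1848 of the 2052 calls.

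Leaving out each library in turn gave 957 to 1069 genes higher in kinetes and 806 to 1077 higher in blood stages. For the spherical body protein genes of Table 2, the number called higher in kinetes ranged from 0 to 1, and it was 1 without blood stage replicate 4 and without kinete replicate 5. *ves1* genes called ranged from 12 to 16 higher in kinetes and from 74 to 89 higher in blood stages, *smorf* genes from 3 to 4 and from 37 to 39, and glideosome genes from 11 to 12 and from 8 to 8.

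Whether the replicate numbers pair the samples is open. Deviations from the stage means correlated across genes with Pearson's r of 0.102 for replicates 4, 0.117 for replicates 5 and 0.000531 for replicates 6, so not every pair deviated together, and the paper does not say that a number marks a shared animal. With the replicate block, 1004 genes were called higher in kinetes and 1075 higher in blood stages, and the Spearman correlation of neighbouring genes was 0.313. BBOV_III009600 was called with the block (log2 fold change -1.19, adjusted p = 0.0289).

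For the named genes, 568 of 611 values kept the direction and the side of the threshold, 26 changed sign, 11 gained a call and 6 lost it. Most sign changes were in housekeeping genes with log2 fold changes near 0. With library totals alone, the log2 fold changes were -2.13 for BBOV_IV006850, -1.33 for BBOV_IV009000, -2.10 for BBOV_III006180, -2.06 for BBOV_III011560, -0.48 for BBOV_II006950 and -0.83 for BBOV_IV006420. With totals without the genes above 1% they were -1.34, -0.52, -1.29 and -1.29 for the first 4 of these and -0.00931 for BBOV_IV006420. BBOV_III009160 (-0.00) became 0.25 with DESeq2, 0.25 with median-of-ratios factors, 0.00445 with TMM factors without the genes above 1%, 0.0270 with the filter of 10 CPM, 0.0241 with the replicate block and 0.0223 after thinning. With each library left out in turn, the log2 fold change ranged from -0.19 to 0.34 for BBOV_III009160, from -0.28 to 0.44 for BBOV_IV006850, from -0.14 to 0.33 for BBOV_III006180 and from -0.10 to 0.24 for BBOV_III011560. BBOV_III009600 ranged from -1.26 to -0.60, and BBOV_IV006420, which also lost its call with glmTreat and after thinning, from 0.98 to 1.73. Beyond the construction of a setting, the cause was not tested.

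Thinning every library to the smallest total changed no count by more than 1.5 times, with 986 and 1051 genes called. Depth limits the genes with few counts in the lower stage, such as BBOV_II004170 with 2 kinete counts and BBOV_II005940 with 4. The planned comparison of signal peptides between called genes was not run.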

Differences from the paper's values

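The 422 stage means printed in Tables 1 to 5 differed from those computed here by at most 0.260%. For the ratio of BBOV_II002630 to the housekeeping gene BBOV_IV006850 by qPCR, the paper's value in kinetes relative to blood stages is about 0.67 in Fig. 1, read by eye. The same ratio of the RNA-Seq counts was 0.195. It came from 6.61 ± 4.41 (SD, n = 3) in blood stages and 1.29 ± 0.40 (SD, n = 3) in kinetes, and the libraries of the stages overlapped. This ratio within a library does not change with the scaling, the test, the filter or the replicate block. Of the alternatives set before the data were examined, thinning (0.192) and leaving out 1 library (0.141 to 0.262) moved it. Neither reached the value read from Fig. 1. The bars there are drawn in perspective, so the reading is uncertain. Only ratios to BBOV_IV006850 were read, and it was the most variable of the 5 housekeeping genes among the blood stage libraries. For BBOV_III009600 the paper's value is about 0.37 in Fig. 1, read by eye, and the RNA-Seq ratio was 0.387.

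The paper takes BBOV_III009600 as a gene upregulated in blood stages. Here its log2 fold change was -1.07 with an adjusted p of 0.0605 from edgeR's quasi-likelihood test, and it was not called. The likelihood ratio test, which is the paper's test, called it (adjusted p = 0.0422), as did library totals alone (0.000420), the replicate block (0.0289) and the fit without blood stage replicate 4 (0.0480). Totals without the genes above 1%, chosen after seeing the values, called it too (0.00137), and dropped 463 of the 2096 genes called in the authors' deposited table. The authors' deposited table calls it at an FDR of 0.0408. Of the other 5 test genes, all were called in the paper's direction.

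The paper describes its housekeeping genes as having no significant fold change. For 4 of the 5 genes the adjusted p was 0.901 to 0.995. For BBOV_IV009000 the log2 fold change was 0.84 with an adjusted p of 0.0335 from edgeR's quasi-likelihood test, below the minimum fold change. Its log2 fold change was 1.08 with DESeq2 (adjusted p = 0.00282), 1.08 with median-of-ratios factors (0.0127) and 1.09 without kinete replicate 5 (0.0117), and it was called under those settings and at the adjusted p alone. Its adjusted p was above 0.05 with the replicate block (0.0509), with glmTreat (0.6698) and without blood stage replicates 4, 5 or 6 or kinete replicate 6 (0.0776, 0.0884, 0.0691 and 0.0900). With library totals alone it was called lower in kinetes (-1.33, adjusted p = 0.00926).

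The paper gives different numbers of housekeeping genes chosen from the RNA-Seq data in its specifications and in its methods, and it names 5. The column descriptions of Table S1 count replicate 5 again in place of replicate 6 in the formula for the stage means. In the first 1997 of 3887 genes of that table, the printed blood stage means equal the mean of replicates 4, 5 and 6 within 0.01% for all 1997, and the formula as printed gives the mean of none of them within that tolerance. Of these, 1986 carry an identifier of the deposited table, and all 1986 have the same raw counts there. Table S1 lists 3887 genes and the deposited table 3890.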

Other observations

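The correlation of neighbouring genes and the spread of *ves1* genes were hypotheses with tests set before the data were examined. The tests on the lists of called genes and on genes higher in both libraries numbered 5 were chosen after the result was seen.

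Genes next to each other on an assembled sequence tended to change in the same direction. Over 3876 neighbouring pairs, Spearman's rho of their log2 fold changes was 0.314, and the highest value in 10000 permuted gene orders was 0.0645 (permutation p = 0.0001, the smallest that these permutations can give). Genes are not independent replicates. Gene models that overlap or lie close could share reads, but over the 787 pairs more than 500 bp apart rho was 0.396. Clusters of the families in Tables 1 to 5 do not account for it, since rho was 0.286 over 3665 pairs without their genes. The alternatives for which it was recomputed, which leave out glmTreat, the adjusted p alone and totals without the genes above 1%, gave a rho between 0.298 and 0.327. GC content was not tested. The paper does not report the order of genes, and coordinated regulation of neighbouring genes is a hypothesis tested on these libraries alone.

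The *ves1* genes varied more between the blood stage libraries than other genes of like expression. The median SD of log2(CPM + 1) over the 3 libraries was 0.71 for the 128 genes and 0.38 for matched lists, at percentile 100 of 10000 lists. Low counts or depth do not account for this, since the excess did not shrink. The median SD was 0.72 against 0.39 after thinning and 0.71 against 0.38 with the filter of 10 CPM, each again at percentile 100. Higher expression in blood stages does not account for it either. Among genes called higher in blood stages, the median SD was 0.75 for 81 *ves1* genes against 0.43 for matched lists, also at percentile 100. Blood stage replicate 5 carries much of the spread. Without it the median SD was 0.40 against 0.32, at percentile 98.96. In the kinete libraries the median SD was 0.43 against 0.36, at percentile 99.9. In blood stages the spread was not particular to *ves1* genes, as the genes of Tables 1, 2 and 5 had median SDs of 0.66, 0.86 and 0.73, at percentiles 100, 99.99 and 99.98. The 4 genes of Table 3 were at percentile 74.93. In kinetes the genes of Tables 1, 2, 3 and 5 were at percentiles 80.74, 82.08, 24.92 and 97.66. The *ves1* genes with the highest counts also differed between libraries, and the following were named after their values were seen. BBOV_III003090 and BBOV_III003100 made up 29.6% and 23.0% of the normalized counts of the family in blood stage replicate 5 and 15.9% and 15.8% in replicate 6, while in replicate 4 BBOV_IV002850 led with 13.1%. In kinete replicates 4 and 6 BBOV_III000670 led with 15.5% and 14.5%. Different parasite populations in the 3 cultures may be behind this, but no biological explanation was tested. Reads shared between near-identical copies were not tested and stay open.

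Some genes were high in blood stage replicate 5 and in kinete replicate 5 together. With more than 2 times the normalized counts of both other libraries of the stage, 18 genes were shared by these libraries, where 3.02 were expected from independent lists, 5.96 times as many. The other 8 pairings of a blood stage and a kinete library shared at most 6. The list of kinete replicate 5 shared 3 genes with blood stage replicate 4 and 6 with blood stage replicate 6, where 4.15 and 5.63 were expected. The largest ratio to expectation among the other pairings was 7.90, for a pairing that shared 3 genes. At more than 4 times, 4 genes were shared, where 0.0626 were expected. The counts at more than 2 times argue against lists of genes that vary independently of each other. Genes that vary together within a stage would not be independent, and since this pairing was singled out after its count was seen, such variation of each library by itself cannot be told apart from a shared cause. These were BBOV_II001660, BBOV_IV007730, BBOV_II001950 and BBOV_IV010940, named after their values were seen. BBOV_II001660 had 8.63, 165 and 4.77 normalized counts in blood stage replicates 4, 5 and 6 and 246, 5186.5 and 974 in kinete replicates 4, 5 and 6. BBOV_IV007730 had 19.6, 284 and 25.4, and 224, 5022 and 969. Reads or RNA of kinete replicate 5 in blood stage replicate 5 would bring its abundant transcripts at a like share of their counts. That share was 0.0651% for BBOV_I002220, the lowest of the 7 most abundant kinete genes. For the 18 genes it was at least 0.371%, with a median of 47.5%, which argues against this source for them. With library totals, 54 genes were shared and 46.2 were expected. All 18 genes were among these 54, but this was certain in advance. Replicate 5 had the largest TMM factor of each stage, so library totals can only raise it against the other libraries. The excess over expectation fell from 5.96 to 1.17 times. Under library totals 1128 genes were higher in kinete replicate 5, so whether the scaling contributes to the excess stays open. A shared source of both samples was not tested, and the paper does not say whether a number marks a calf.

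Ratios between genes within a library need no scaling. However, the paper chose the housekeeping genes from these data for no significant fold change after TMM scaling. The ratios therefore follow the TMM fold changes and are no independent check of the scaling. Over the 5 housekeeping genes, the ratio of BBOV_I002220 to a housekeeping gene was 10806 to 20216 times higher in kinetes, that of BBOV_IV011690 was 1654 to 2992 times higher and that of BBOV_I004280 was 861 to 1752 times higher. In blood stages the ratio was 100.8 to 196 times higher for BBOV_I001680, 3.91 to 7.26 times higher for BBOV_II002630 and 1.99 to 3.57 times higher for BBOV_III009600. For BBOV_III009600, the libraries of the stages did not overlap for 3 of the 5 housekeeping genes, and for BBOV_II002630 for 4 of 5.

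BBOV_II006950 (chromosome 2, 1561910 to 1563005, 4 exons), the target of the PCR for residual DNA, had 75.8 ± 27.3 normalized counts (SD, n = 3) in blood stages and 247 ± 36.9 (SD, n = 3) in kinetes, a log2 fold change of 1.70 (standard error 0.36, adjusted p = 0.00135 from edgeR's quasi-likelihood test). Under library totals it was -0.48.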
